A study of Mus musculus with 22 samples. Its data were reported in "An Integrative Omics Approach Reveals Involvement of BRCA1 in Hepatic Metastatic Progression of Colorectal Cancer" (2020).

How the data were processed

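Total RNA of 22 samples of a mouse model of colorectal cancer metastasis was hybridized by the authors to one-colour Agilent mouse miRNA arrays. The authors deposited the scanner files of Agilent Feature Extraction and a table of values, whose unit is intensity. Each value of the deposited table equalled the background-subtracted processed signal of the same spot (largest difference 0), so the table carried no normalization between arrays. Each array held 49324 spots, 40 for each of 1122 mouse miRNAs, with probes for 57 viral miRNAs and controls. No spot was saturated. Between 38.1% and 55.6% of spots per array had a signal below 0 after background subtraction.

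The signal of a miRNA was the mean linear processed signal of all its spots, without controls and without spots marked as outliers. Signals were quantile normalized over all 1122 mouse miRNAs and 22 arrays, as the methods of the study state, set to at least 1, and transformed to log2. A miRNA counted as detected where the scanner software marked it so. The 242 miRNAs detected on every array of at least 1 of the 8 groups were tested. The depth of an array was taken as its number of detected miRNAs, 72 to 348, and the number of arrays limits the precision.

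Samples were grouped by their labels. A linear model with 8 group means was fitted to all 22 arrays (limma 3.58.1 in R 4.3.3, lmFit and eBayes), with 14 residual degrees of freedom before moderation. 12 contrasts were tested: TME minus control in each cell type and their mean, 3 differences of this effect between cell types, metastasis minus primary tumour, tumour minus control liver cells (mean of the 2 tumour groups minus mean of the 3 control groups), and 3 pairs of control cell types. The threshold was a Benjamini-Hochberg adjusted p of 0.05 per contrast. The groups, the tests, the lists and most alternatives were chosen before the data were examined. Of miRNAs past the threshold, those detected on both sides with no overlap between arrays were to be named, as were members of the lists, and any other is marked where it is named.

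21 lists of miRNAs were fixed: markers of endothelial, macrophage, lymphocyte, erythroid, hepatocyte, stellate and epithelial cells, families and genomic clusters, inflammation-induced, p53 and hypoxia responsive miRNAs, miRNAs numbered 1000 or more, and miRNAs named in the study. 16 of them had at least 3 tested members and were tested by camera with a preset correlation of 0.01 between miRNAs, and again with an estimated correlation and by fry. Camera asks whether a list ranks apart from the other miRNAs, and fry whether its members move on balance in 1 direction. The lists that share members are not independent of each other.

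Detected miRNAs and principal components were compared by exact permutation of labels within cell type, two-sided. Similarity of arrays was Pearson's r over the tested miRNAs, and labels were permuted 100000 times, one-sided. Slide and scan session coincided, giving 3 of each, and comparisons were repeated within a slide where it held arrays of both sides. The miRNAs of the array were placed in no genome position here.

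Alternatives were: no normalization, scaling to the 75th percentile over the 39 miRNAs detected on all arrays or over all miRNAs, scaling to 4 spike-in probes, the gene signal of the scanner software, normexp background correction with an offset of 50, the brightest probe, the deposited table, no filter, a filter on the groups compared, a floor of 10, only the arrays compared, the t-test of the methods with its own threshold (p of 0.001 and a selection threshold of 4, read here as a 4-fold change since the methods name no unit) and with Benjamini-Hochberg correction, array weights, replicate or slide as a block, and leaving out each replicate. Scaling to spike-in probes moved the median log2 fold change of all tested miRNAs from -0.32 to 0.99 in endothelial cells, from 0.29 to 2.32 in Ito cells, from 0.15 to -0.68 in Kupffer cells, from 0.07 to 1.45 in metastasis minus primary tumour and from -0.26 to -0.80 in tumour minus control. The 75th percentile gave 0.09, 0.70, 0.06, 0.73 and -0.27.

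The fits were tested on simulated arrays with known changes. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Viral probes were left out because they match no mouse miRNA, and lists with fewer than 3 tested members because they are too small for a test.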

Results

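MicroRNA levels were measured on 22 arrays in a mouse model of colorectal cancer that spreads to the liver. Colon carcinoma cells were injected into the spleen, and 3 kinds of liver cell were then isolated: sinusoidal endothelial cells, Ito cells (hepatic stellate cells, which store vitamin A and make matrix) and Kupffer cells (the macrophages of the liver). Cells from livers that carried metastases, the tumour microenvironment (TME), formed the groups ET (endothelial, n = 3), IT (Ito, n = 3) and KT (Kupffer, n = 2). Cells from control livers formed the groups EC (n = 2), IC (n = 3) and KC (n = 3). Tumour cells formed the groups TM (liver metastasis, n = 3) and TP (primary tumour, n = 3). Each array measured 1122 mouse miRNAs, and 242 of them were detected on every array of at least 1 group and were tested. All levels below are log2 signals after quantile normalization, and genome positions of the miRNAs were not analysed here.

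The number of detected miRNAs, a measure of signal over background, ranged from 72 to 348 per array. Its mean was 90.5 ± 26.2 (SD, n = 2) in EC, 159.7 ± 86.6 (n = 3) in ET, 200.3 ± 102 (n = 3) in IC, 307 ± 53.9 (n = 3) in IT, 235 ± 51.7 (n = 3) in KC and 193 ± 46.7 (n = 2) in KT. It was 181 ± 111 (n = 3) in TM and 125 ± 38.7 (n = 3) in TP. The TME minus control difference was 69.2 in endothelial cells (two-sided exact permutation p = 0.5), 106.7 in Ito cells (exact p = 0.2) and -41.7 in Kupffer cells (exact p = 0.6), where the smallest p that each of these designs allows is 0.1. The mean of the 3 differences was 44.7 (exact permutation p = 0.251 over 2000 assignments within cell type). The number of arrays limits the precision of every value given here.

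**Figure D1:**
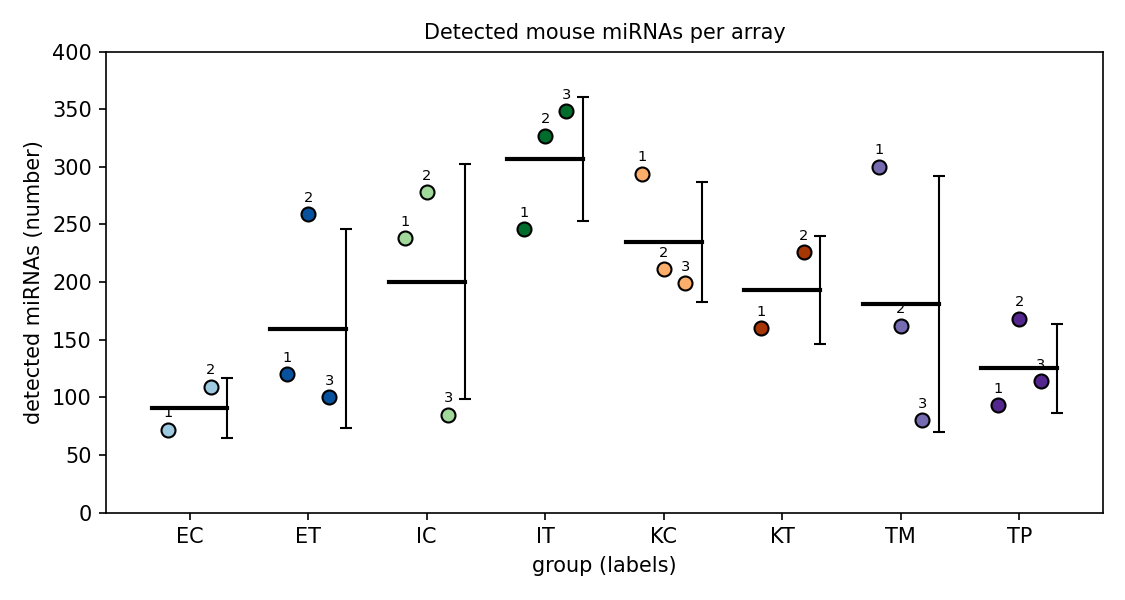
Each point is the number of mouse miRNAs detected on 1 array (vertical axis) of a group (horizontal axis), numbered by replicate, with the group mean as a line and its SD as a bar. The EC arrays lie at 72 and 109, and the IT arrays at 246 to 348.

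The first question on the cell fractions was how the control cells of the 3 types differed. The EC arrays carried less of the endothelial miRNAs than the other control cells: the endothelial list had a median log2 fold change of -4.21 in EC minus IC and -4.99 in EC minus KC, with 0 of 4 tested members higher in EC. miR-126-3p, a regulator of vessel growth made by endothelial cells, stood at 5.40 ± 1.56 (SD, n = 2) in EC, where it was undetected, 9.88 ± 2.66 (n = 3) in IC and 9.61 ± 2.46 (n = 3) in KC. The macrophage and myeloid list was lower in EC than in KC (median log2 fold change -4.53), and its member miR-223-3p, a myeloid miRNA, stood at 6.07 ± 0.27 in EC, where it was undetected, and 8.60 ± 0.11 (n = 3) in KC. KC replicates 2 and 3 had r = 0.997 with each other, so if they are repeats of 1 sample the SD in KC is that of 2 samples. The inflammation-induced list was lower in EC than in IC (median -4.27, and -2.61 without IC replicate 1) and KC (median -5.80). These lists passed camera with its preset correlation (adjusted p = 0.00632 and 0.0164 for the endothelial list, 0.0164 for the macrophage list, 0.00123 and 0.0019 for the inflammation-induced list), and none of them did with an estimated correlation (adjusted p = 0.328 and 0.305 for the endothelial list, 0.305 for the macrophage list, 0.328 and 0.305 for the inflammation-induced list). EC had fewer detected miRNAs (72 and 109) than KC (199 to 294), and most lists were lower in EC. After spike-in scaling camera passed 0 lists in EC minus KC, and in EC minus IC the endothelial, inflammation-induced and let-7 lists were the 3 lower ones left.

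In all, 2 lists were higher and 8 lower in EC minus IC, and 1 higher and 6 lower in EC minus KC. Those lower in EC than in IC included the let-7 (median -1.55, and -0.73 without EC replicate 1), miR-15/16 (-3.87), miR-23/24/27 (-3.12) and miR-17-92 (-3.79, and -2.02 without IC replicate 1) families (adjusted p = 0.328 to 0.398 with an estimated correlation). The Sfmbt2 cluster, a rodent-specific family of miRNAs that holds the miR-466, miR-467, miR-297 and miR-669 genes, was higher in EC than in IC (median 2.15, but -0.65 after spike-in scaling and 0.06 without IC replicate 3) and lower in IC than in KC (median -1.95, and -0.15 without IC replicate 3, camera adjusted p = 0.0122). With an estimated correlation the adjusted p was 0.415 and 0.991. For single miRNAs limma called 0 in each of EC minus IC, EC minus KC and IC minus KC, with 27, 51 and 1 at an unadjusted p under 0.05, against 12.1 by chance, and the test of the study's methods gave 19, 89 and 6 at that level. After Benjamini-Hochberg correction that test called 5 higher and 11 lower miRNAs in EC minus KC and 0 in the other comparisons of control cells.

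In endothelial cells the question was which miRNAs differed between metastatic and control livers. The endothelial list was higher in ET than in EC, with 4 of 4 tested members higher and a median log2 fold change of 3.28 (camera adjusted p = 0.0141, and adjusted p = 0.331 with an estimated correlation). miR-126-3p stood at 9.72 ± 3.32 (SD, n = 3) in ET and 5.40 ± 1.56 (n = 2) in EC. The miR-15/16 family, which restrains the cell cycle, had a median of 3.51, the miR-23/24/27 family one of 3.30, the let-7 family 0.97, the inflammation-induced list 2.83, and the Brca1-related miRNAs of the study 2.84 (camera adjusted p = 0.0046, 0.00301, 0.0201, 0.00301 and 0.0134, and 0.331 to 0.35 with an estimated correlation). All tested members of the endothelial, inflammation-induced and Brca1-related lists were undetected on both EC arrays, as were most of the miR-15/16 and miR-23/24/27 families. The medians of these lists thus rest on signals below detection. The study's text names some of the Brca1-related miRNAs as changed on these samples, so that list is not independent evidence. Of the endothelial list only miR-126-3p, and of the inflammation-induced list only miR-155-5p, was detected on an ET array other than replicate 2. Mean levels of other marker lists rose too, from 2.85 in EC to 4.81 in ET for the macrophage and myeloid list, 2.95 to 4.28 for the stellate list and 3.58 to 4.02 for the lymphocyte list. The Sfmbt2 cluster was lower, with 21 of 23 tested members lower and a median of -3.80 (camera adjusted p = 5.02e-05, and adjusted p = 0.35 with an estimated correlation). The ET arrays were split, and the mean of the tested members was 1.02 and 2.05 on ET replicates 2 and 3. On ET replicate 1 it was 7.93, above the 7.43 and 6.06 of the EC arrays.

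The study's text names only some of the miRNAs it found lower in all TME cells. These 7 were higher in ET than in EC in 7 of 7 cases, with a median of 3.23 (camera adjusted p = 0.00146, and adjusted p = 0.331 with an estimated correlation). All but miR-3963 (log2 fold change 0.75) were undetected on both EC arrays, so their changes rest on signals below detection. With EC raised to the detection limit, the ET mean of miR-21a-5p, often raised in tumours, was 1.85-fold higher (detected on ET replicate 2 alone, adjusted p = 0.658 by limma). It was 2.94-fold higher for miR-16-5p, 4.08-fold for miR-29a-3p, which targets collagen transcripts, 5.98-fold for miR-23a-3p and 3.69-fold for miR-23b-3p (detected on 2 or 3 of the 3 ET arrays, adjusted p = 0.573 by limma). Undetected ET arrays entered these means as measured. Only miR-23a-3p was detected on all 3 ET arrays, so only its value is a lower bound. miR-146a-5p, a brake on inflammatory signalling, had no such value. The study chose these miRNAs on these samples, so their count is not independent evidence of a direction. The miRNAs numbered 1000 or more, most of them found late, were lower (median -0.78, but 0.68 after spike-in scaling; camera adjusted p = 0.0046, and 0.35 with an estimated correlation).

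For single miRNAs in ET minus EC limma called 0, with 13 higher and 6 lower at an unadjusted p under 0.05, and the test of the study's methods gave 4 at that level and 0 after correction. The smallest adjusted p was 0.396, shared by miR-26a-5p, which was named after its values were seen. It was undetected on both EC arrays and on ET replicate 1. With EC raised to the detection limit its ET mean was 5.48-fold higher, which is no lower bound. Adjusted over the list alone, 1 member of the miR-15/16 family and 1 of the inflammation-induced list passed, both higher. Without ET replicate 1, 5 higher and 5 lower miRNAs passed, and without ET replicate 2 the lists past the threshold fell to 2 higher and 1 lower. Without that array the median was 1.92 for the endothelial list, 1.96 for miR-15/16, 2.18 for miR-23/24/27, 0.86 for the inflammation-induced list, 1.34 for the Brca1-related miRNAs, 1.75 for the study-named miRNAs, -0.18 for the miRNAs numbered 1000 or more and -2.39 for the Sfmbt2 cluster, and without EC replicate 1 it was 0.17 for let-7. All arrays of both groups lay on 1 slide.

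In Ito cells the same comparison gave no difference past the threshold. Limma called 0 miRNAs, with 0 higher and 2 lower at an unadjusted p under 0.05, and the test of the study's methods gave 9 at that level and 0 after correction. The smallest p belonged to a member of the Sfmbt2 cluster, miR-467f, at 1.72 ± 1.18 (SD, n = 3) in IT and 4.76 ± 1.71 (n = 3) in IC (adjusted p = 0.765). It was undetected on all IT arrays and detected on IC replicate 2 alone, so these levels rest largely on signals below detection. Of the stellate list, miR-199a-3p had a log2 fold change of 0.31 (SE 1.72) and miR-214-3p, found in activated stellate cells, one of -0.89 (SE 1.44). miR-122-5p, the main miRNA of hepatocytes, stood at 8.78 ± 0.34 in IT and 9.13 ± 2.14 in IC. Camera called 0 of 16 lists, as did fry, and the Sfmbt2 cluster had a median of 2.14 (0.33 without IC replicate 3 and 3.41 without IC replicate 2). Within slide 1 the log2 fold changes correlated with those of all arrays across miRNAs at r = 0.221, and within slide 2 at r = 0.957, where 3 of the 6 arrays are in both and miRNAs are not independent replicates.

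In Kupffer cells most of the lists named for endothelial cells had medians of the sign opposite to that in endothelial cells. The 7 miRNAs that the study's text names as lower in all TME cells were lower in KT than in KC in 7 of 7 cases (median log2 fold change -1.27), and because the study chose them for this direction on these samples, no test is given for them. The macrophage and myeloid list was lower as well, with 5 of 5 tested members lower and a median of -1.14 (adjusted p = 0.0268, and 0.33 with an estimated correlation). Its member miR-223-3p stood at 7.89 ± 1.10 (SD, n = 2) in KT and 8.60 ± 0.11 (n = 3) in KC, and miR-142-3p, a miRNA of blood cells, at 4.36 ± 1.56 and 5.54 ± 0.69. The miR-29 family, which targets collagen transcripts, had a median of -1.61, the miR-30 family -1.51, the miR-15/16 family -1.22, the miR-23/24/27 family -1.06, the inflammation-induced list -1.03 and the Brca1-related miRNAs -1.28 (adjusted p = 0.325 to 0.33 with an estimated correlation).

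The Sfmbt2 cluster was higher in KT, with 20 of 23 tested members higher and a median of 1.00 (camera adjusted p = 0.00197, and adjusted p = 0.392 with an estimated correlation). The Dlk1-Dio3 cluster, a large imprinted group of miRNAs, had a median of 0.70 (but -0.02 after spike-in scaling) and the miRNAs numbered 1000 or more one of 0.41 (but -0.51 after spike-in scaling), with adjusted p = 0.325 and 0.392 with an estimated correlation. For single miRNAs limma called 0, with 0 at an unadjusted p under 0.05 by limma and 0 by the test of the study's methods. Apart from the study-named miRNAs, camera passed 3 higher and 7 lower lists. The lower ones include the Brca1-related list. The study's text names some of its members as lower in TME cells on these samples, so that list is not independent evidence. None of the 3 higher and 7 lower lists passed without KT replicate 2. Without it the median was -0.08 for the macrophage and myeloid list, -0.22 for the study-named miRNAs, -0.56 for miR-29, -0.36 for miR-15/16, -0.44 for miR-23/24/27, -0.30 for the inflammation-induced list, -0.18 for the Brca1-related miRNAs, 0.14 for the miRNAs numbered 1000 or more and 0.44 for the Sfmbt2 cluster, and without KC replicate 1 it was -0.60 for miR-30 and 0.24 for the Dlk1-Dio3 cluster. After spike-in scaling 2 lists were higher and 0 lower, so all of the lower lists were lost. Slide 2 held 4 of the 5 arrays, so the changes within it (r = 0.957 with those of all arrays) add little.

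The next question was whether miRNAs changed alike in all 3 cell types. 19 miRNAs had a positive and 19 a negative log2 fold change in all 3 comparisons, and 0 passed limma's threshold in all 3, with 0 at an unadjusted p under 0.05 in all 3. Kupffer cells had 0 miRNAs at either level, which fixed both of these counts of 0. The study-named miRNA miR-21a-5p had measured log2 fold changes of 2.71, 1.08 and -1.98 in endothelial, Ito and Kupffer cells, miR-146a-5p of 3.14, 1.98 and -1.14, and miR-3963 of 0.75, 1.91 and -1.27. The miRNAs that the study names as higher in all TME cells gave -1.47, -0.24 and 0.61 for miR-1306-3p and -1.09, -0.89 and 0.54 for miR-5107-5p. Of the Brca1-related miRNAs, miR-155-5p, an inflammatory miRNA of macrophages, gave 2.40, -1.22 and -0.31, and miR-212-3p 2.55, 1.78 and -1.84. Of these miR-21a-5p, miR-146a-5p, miR-155-5p and miR-212-3p were undetected on both EC arrays, so their endothelial values rest on signals below detection. For the mean of the 3 cell types limma called 0 miRNAs, with 0 at an unadjusted p under 0.05 (smallest adjusted p 0.986), and camera and fry called 0 of 16 lists. In each of the 3 contrasts that test the difference of the TME effect between cell types limma called 0 miRNAs, with 15 for endothelial against Ito cells, 14 for endothelial against Kupffer cells and 0 for Ito against Kupffer cells at an unadjusted p under 0.05.

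**Figure D2:**
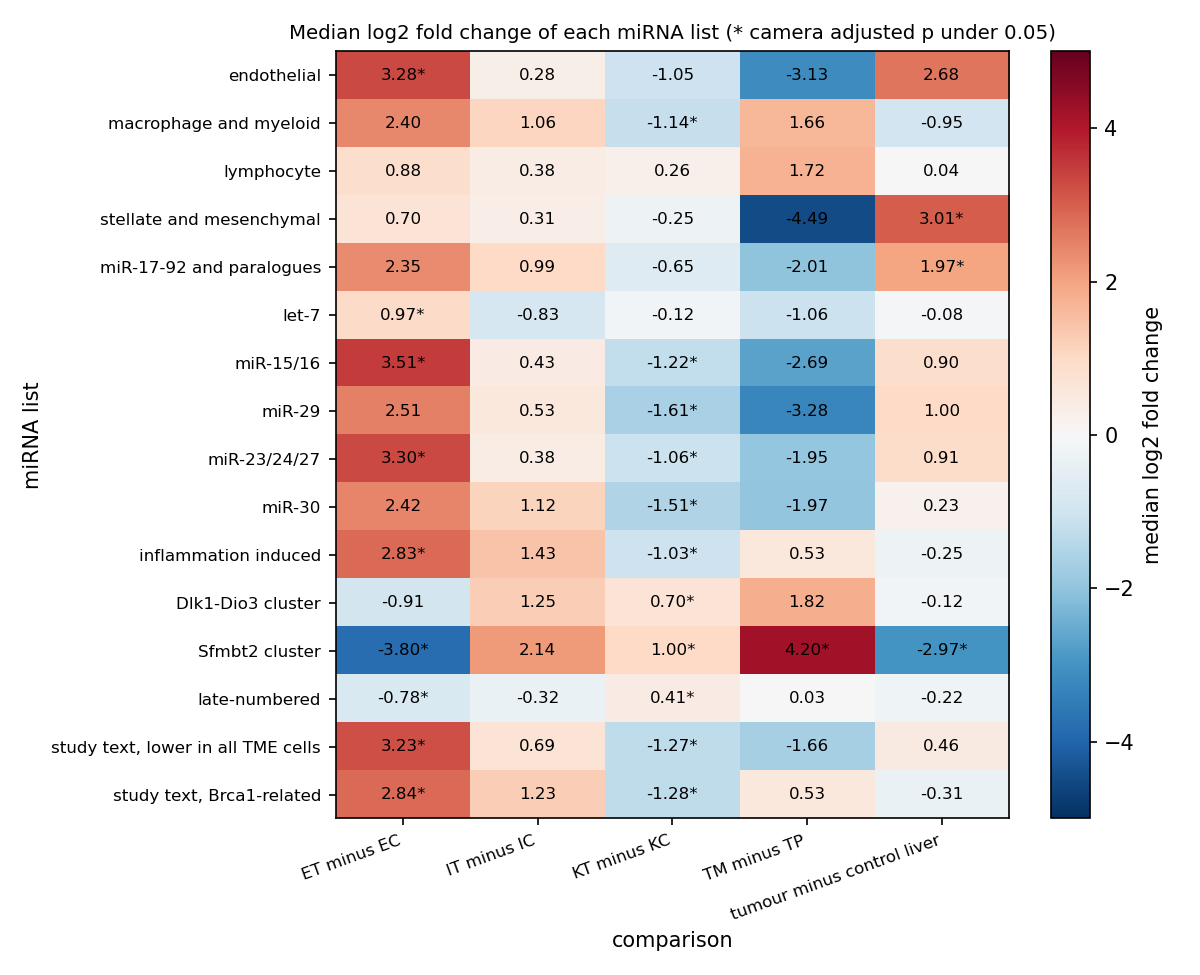
Each cell gives the median log2 fold change (colour and number) of a miRNA list (vertical axis) in a comparison (horizontal axis), with an asterisk where camera passed at its preset correlation. The Sfmbt2 cluster has the medians -3.80, 2.14, 1.00, 4.20 and -2.97 from left to right.

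Principal components of the 16 liver cell arrays gave the position of each group. The first component held 43.6% of the variance and the second 37.1%. TME arrays lay at 0.987 ± 22.4 (SD, n = 8) and control arrays at -0.987 ± 19.3 (n = 8) on the first, a difference of 4.59 (exact permutation p = 0.616 over 2000 assignments within cell type, two-sided). 6 of 8 TME arrays and 5 of 8 control arrays had positive coordinates. miR-195a-3p, miR-670-5p and miR-15a-3p followed the first component most closely across arrays.

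**Figure D3:**
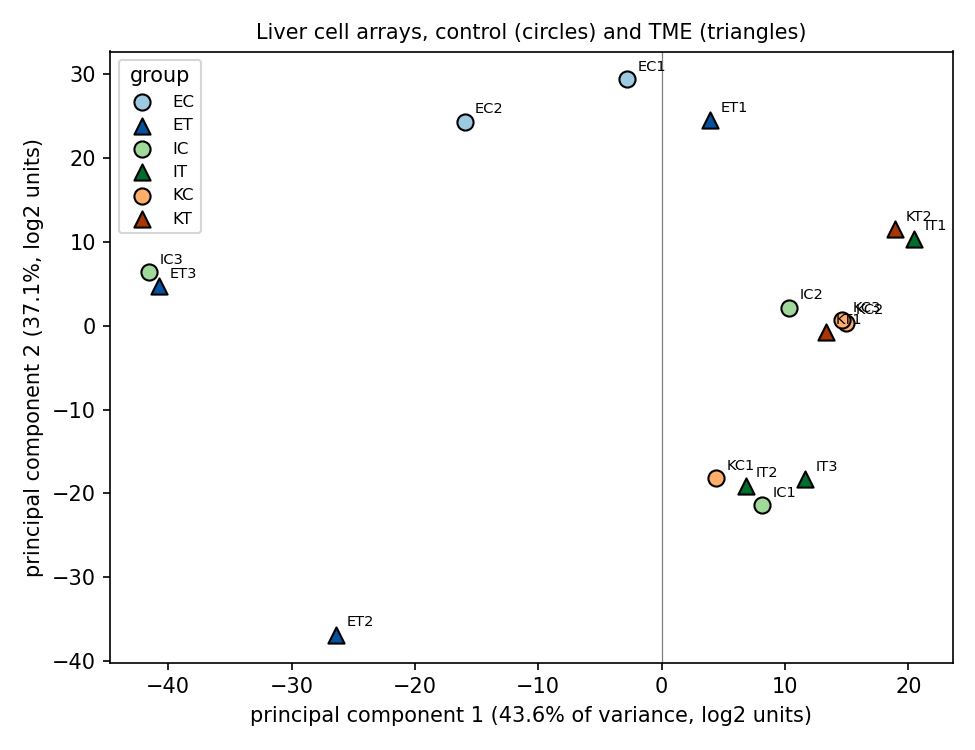
Each point is 1 liver cell array on the first (horizontal) and second (vertical) principal component, in log2 units, with control arrays as circles and TME arrays as triangles. 6 of 8 triangles and 5 of 8 circles lie right of 0.

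Metastasis cells were compared with primary tumour cells to see how the tumour differed between its sites. miR-31-5p, a miRNA found in many carcinomas, was the only miRNA past the threshold, and it was lower in TM than in TP by a log2 fold change of -7.11 (SE 1.53, limma adjusted p = 0.0454), whose size depends on the floor because miR-31-5p was undetected on TM replicates 1 and 2. It lay between 9.74 and 9.98 on the 3 TP arrays and between 0.00 and 8.36 on the 3 TM arrays, with no overlap, which chance gives in 10% of miRNAs for 3 arrays against 3. At an unadjusted p under 0.05, 45 miRNAs were higher and 24 lower by limma, and 10 differed by the test of the study's methods. The Sfmbt2 cluster was higher in TM, with 20 of 23 tested members higher and a median of 4.20 (2.56 without TM replicate 2, camera adjusted p = 4.51e-05, and adjusted p = 0.597 with an estimated correlation). This rise lay on TM replicates 1 and 2, where the mean of the tested members was 5.87 and 8.95. On TM replicate 3 it was 2.14, within the 1.48 to 2.17 of the TP arrays. Of the miRNAs that the study describes as strong in tumour cells, miR-29a-3p stood at 11.09 ± 0.40 (SD, n = 3) in TP and 7.46 ± 3.23 (n = 3) in TM, miR-23a-3p at 10.41 ± 0.40 and 7.90 ± 2.31, miR-21a-5p at 9.07 ± 0.12 and 7.41 ± 4.33, miR-23b-3p at 7.77 ± 0.20 and 6.37 ± 2.15, and miR-3963 at 14.20 and 12.26.

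The call of miR-31-5p was lost without TM replicate 1 or 2 and without TP replicate 1, 2 or 3, and without TM replicate 3 the counts were 57 higher and 21 lower. With slide as a block its log2 fold change was -6.32 (SE 1.63, adjusted p = 0.29), a smaller change with a wider SE. The most similar array of TM replicate 1 was an IT array and that of TM replicate 2 a KT array, and both had miR-122-5p, the hepatocyte miRNA, which was undetected on all TP arrays.

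Tumour cells were compared with control liver cells to show which miRNAs the tumour could bring into a liver fraction. 3 miRNAs were higher and 4 lower in tumour cells, and with slide as a block limma called 0 of these 7. Tumour arrays lay on slides 2 and 3 and control arrays on slides 1 and 2. Of the higher ones, miR-31-5p had a log2 fold change of 5.62 (SE 1.02, limma adjusted p = 0.00344) and was detected on 4 of 6 tumour arrays and on 0 of 8 control arrays. With the control arrays raised to the detection limit it was 4.47-fold higher. This is no lower bound, since TM replicates 1 and 2, where it was undetected, entered at the floor. miR-93-5p, a relative of the miR-17-92 cluster that promotes growth, stood at 8.80 ± 0.25 (SD, n = 3) in TP and 4.19 ± 3.16 (n = 3) in IC, with the means of TM and KC between these, and was undetected in EC (detected on 5 of 6 tumour and 5 of 8 control arrays, SE of the log2 fold change 0.97, limma adjusted p = 0.0247), and miR-221-3p, a member of the endothelial list that also targets inhibitors of the cell cycle, had a log2 fold change of 3.47 (SE 0.90, adjusted p = 0.0384, detected on 5 of 6 and 5 of 8 arrays).

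Of the lower ones, miR-139-5p, lost in many colorectal cancers, had a log2 fold change of -5.42 (SE 0.85, adjusted p = 0.00109) and was detected on 8 of 8 control arrays and 1 of 6 tumour arrays. miR-122-5p had -4.13 (SE 0.96) and was detected on 2 of 6 tumour and 7 of 8 control arrays, miR-1196-5p -5.11 (SE 1.23, 2 of 6 and 7 of 8) and miR-574-3p -2.73 (SE 0.65, 1 of 6 and 3 of 8), each with an adjusted p of 0.0247, so these sizes rest largely on signals below detection. With slide as a block the log2 fold changes were 4.01 (SE 1.98) for miR-31-5p, 5.62 (SE 1.78) for miR-93-5p, 2.33 (SE 1.82) for miR-221-3p, -3.15 (SE 1.54) for miR-139-5p, -3.17 (SE 1.87) for miR-122-5p, -3.13 (SE 2.47) for miR-1196-5p and -1.90 (SE 1.33) for miR-574-3p (adjusted p = 0.614 to 0.644). The SEs were wider for all 7, and the changes smaller for all but miR-93-5p. miR-31-5p, miR-139-5p and miR-1196-5p were named after their values were seen. At an unadjusted p under 0.05, 21 were higher and 29 lower by limma, and 24 differed by the test of the study's methods.

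**Figure D4:**
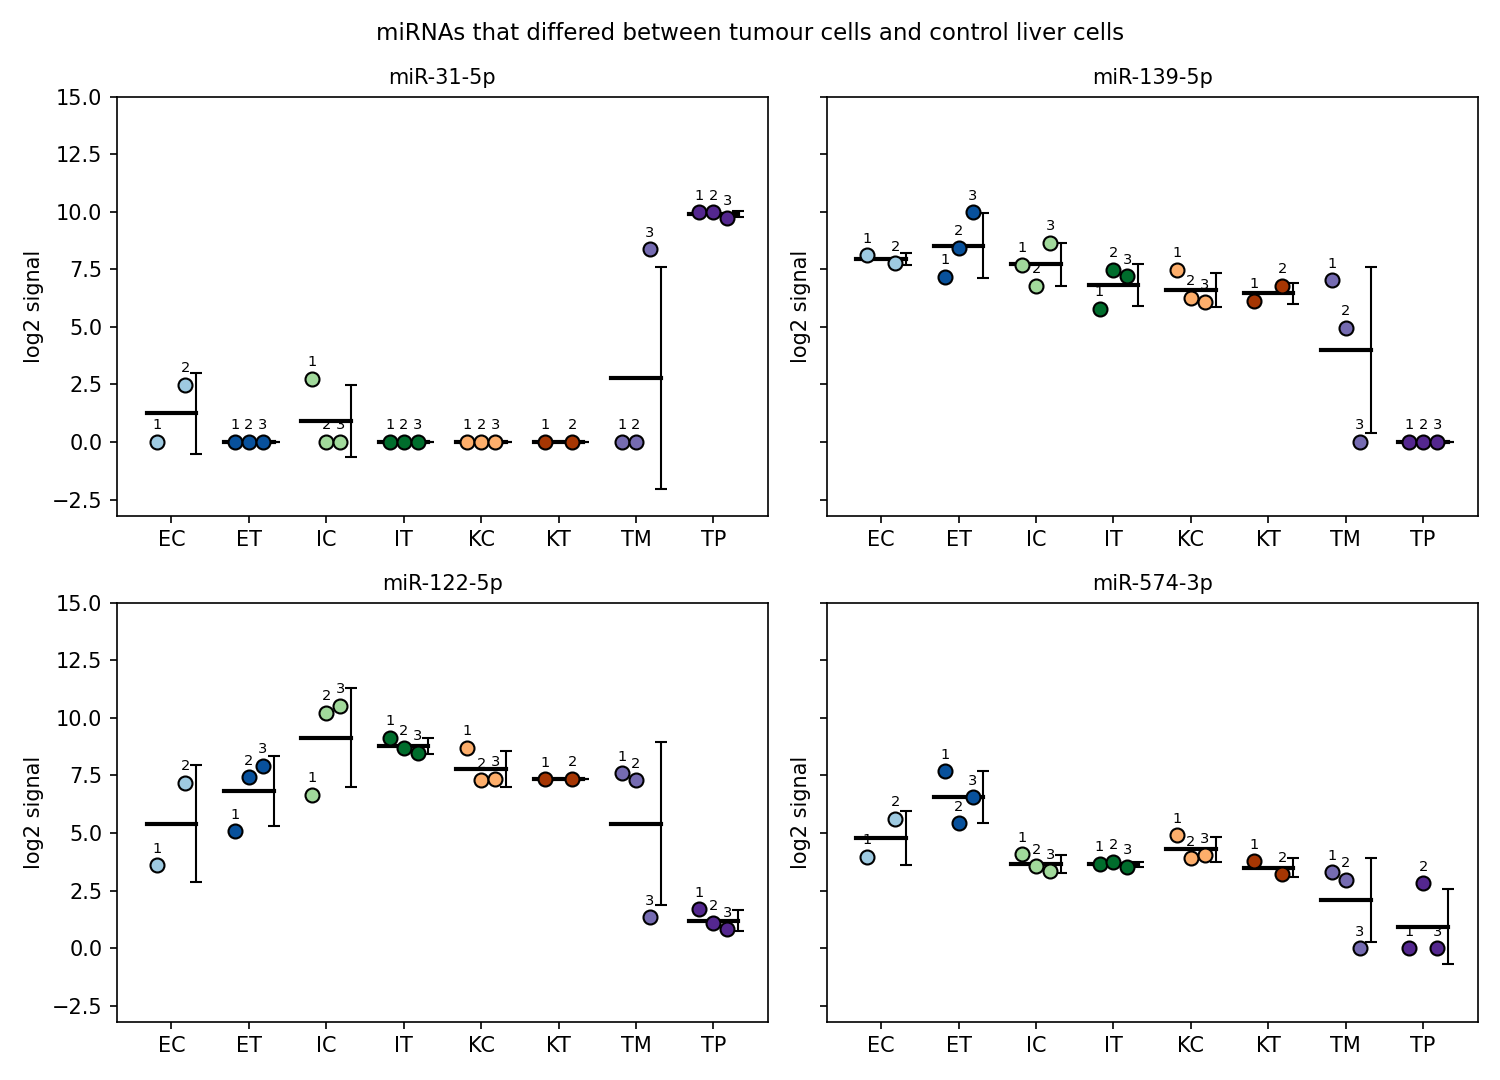
Each point is the log2 signal (vertical axis) of 1 array of a group (horizontal axis) for miR-31-5p, miR-139-5p, miR-122-5p and miR-574-3p, numbered by replicate, with the group mean as a line and its SD as a bar. miR-31-5p lies between 9.74 and 9.98 on the TP arrays.

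The stellate and mesenchymal list was higher in tumour cells, with 4 of 5 tested members higher and a median log2 fold change of 3.01 (camera adjusted p = 0.00614, and adjusted p = 0.176 with an estimated correlation). miR-214-3p stood at 11.41 ± 0.21 (SD, n = 3) in TP, 6.92 ± 4.45 (n = 3) in TM and 6.45 ± 0.82 (n = 3) in IC, and miR-199a-3p at 8.99 ± 0.57, 5.45 ± 3.25 and 6.32 ± 1.95. Over all miRNAs 0 members of this list passed limma's threshold, and 4 were higher adjusted over the list alone. The miR-17-92 family and its paralogues were higher, with 5 of 5 tested members higher and a median of 1.97 (1.25 without TM replicate 1, camera adjusted p = 0.00614, and adjusted p = 0.176 with an estimated correlation), among them miR-25-3p (log2 fold change 2.21, SE 1.13) and miR-93-5p, the 1 member that passed by itself. Both lists passed fry (adjusted p = 0.0298 and 0.0472). The mean level of the miR-17-92 list was 8.11 ± 0.35 (SD, n = 3) in TP, 5.84 ± 1.37 (n = 3) in TM, 2.67 ± 0.71 (n = 2) in EC, 5.67 ± 1.65 (n = 3) in IC and 6.26 ± 0.21 (n = 3) in KC, and that of the stellate list had the means 7.61, 4.66, 2.95, 4.70 and 3.99, so the rise lay in TP, with TM close to IC. The Sfmbt2 cluster was lower, with 22 of 23 tested members lower and a median of -2.97 (-1.88 without TM replicate 3, camera adjusted p = 1.66e-04, and adjusted p = 0.853 with an estimated correlation). By the mean of its tested members, TM replicates 1 and 2 (5.87 and 8.95) were not low, while the control array IC replicate 3 (2.37) was. The Brca1-related miR-212-3p had a log2 fold change of 0.21 (SE 1.46).

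Slide 2 held 4 control arrays and 1 tumour array, TM replicate 1, whose most similar array was an IT array. Within this slide the log2 fold changes of all miRNAs correlated with those of all arrays across miRNAs at r = -0.00398. With this 1 tumour array, closest to a liver cell array, the value cannot tell a slide difference from a tumour difference. The other slides held arrays of tumour or of control cells only.

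The level of the Sfmbt2 cluster, whose members were taken by name, was the mean of its 23 tested members. It was 5.67 to 8.95 on 15 arrays and 1.02 to 2.37 on the other 7, and the groups ET, IC and TM had arrays on both sides. Across the 22 arrays its members had a median Pearson r of 0.98 with that mean, which contains them, and 3 of the 23 had a negative one (miR-466f-3p -0.146, miR-466h-3p -0.265 and miR-467f -0.381). 5 miRNAs outside the cluster whose probes hold 4 consecutive CA repeats had a median of 0.984, and 214 others without the repeat one of -0.0502.

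**Figure D5:**
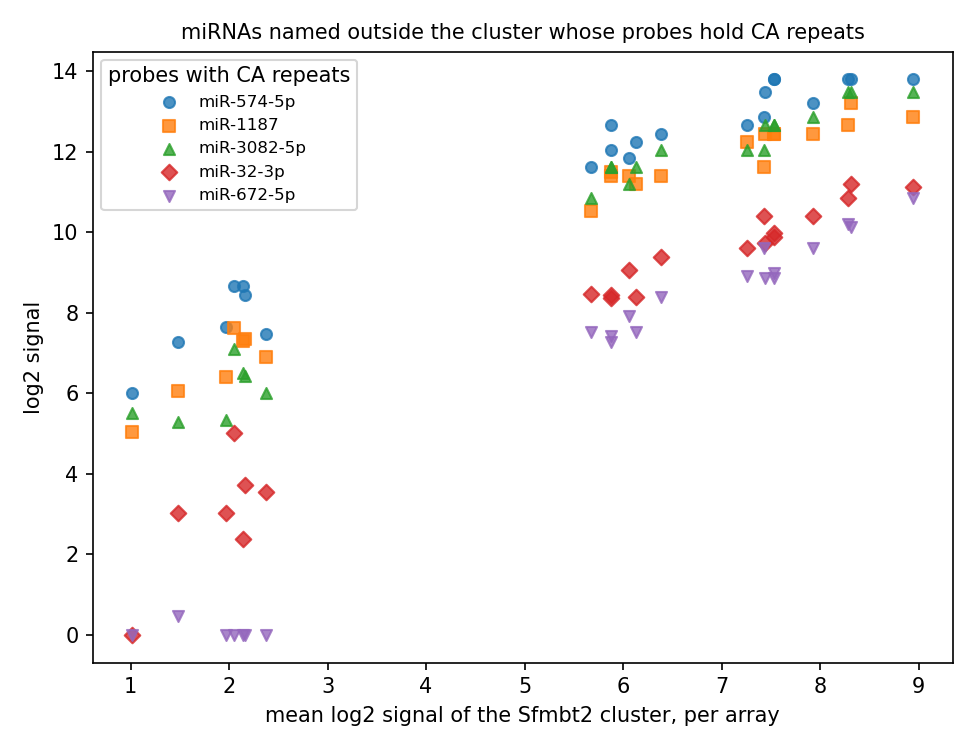
Each point is the log2 signal (vertical axis) of 1 miRNA on 1 array against the mean log2 signal of the Sfmbt2 cluster on that array (horizontal axis), with a symbol for each of the 5 miRNAs named outside the cluster. 7 arrays lie at 1.02 to 2.37 and 15 at 5.67 to 8.95 on the horizontal axis.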

Values the study reported

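The study reported 14 miRNAs that were lower in the TME cells of all the liver cell types and 2 that were higher in all of them, miR-1306 and miR-5107. Its cell fractions had a purity above 90%.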

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

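The tests of technical explanations in this part, namely mislabelled samples, the signal of each array, slide and scan session, an admixture of liver cells, a liver sample under the label TM and shared probe sequence, were chosen after the patterns had been seen. The differences of the TME effect between cell types were planned.

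22 differences of the TME effect between cell types passed camera at its preset correlation, and none passed with an estimated correlation. Those of the Brca1-related list are not independent evidence, since the study's text names some of its members as changed on these samples. Between endothelial and Ito cells, the median difference of the log2 fold changes of the tested members was 3.13 for the endothelial list (1.43 without ET replicate 2), 1.83 for let-7 (0.97 without EC replicate 1), 2.76 for miR-15/16, 2.71 for miR-23/24/27 (1.37 without ET replicate 2), 1.40 for the inflammation-induced list (-1.16 without ET replicate 2), -5.99 for the Sfmbt2 cluster and 3.05 for the miRNAs the study names as lower in TME cells, chosen on these samples (1.63 without ET replicate 2) (adjusted p = 0.455 to 0.507 with an estimated correlation). Between endothelial and Kupffer cells the median difference was 4.12 for the endothelial list, 2.75 for the macrophage and myeloid list, 1.05 for let-7, 5.03 for miR-15/16, 4.11 for miR-29, 4.35 for miR-23/24/27, 4.09 for miR-30, 4.33 for the inflammation-induced list, -4.67 for the Sfmbt2 cluster, -1.11 for miRNAs numbered 1000 or more (1.39 after spike-in scaling), 4.41 for the miRNAs the study names as lower and 4.33 for the Brca1-related miRNAs (adjusted p = 0.29 to 0.343 with an estimated correlation). Without ET replicate 2 these were 2.72 for the endothelial list, 1.59 for the macrophage and myeloid list, 1.84 for miR-29, 1.61 for miR-30, 1.88 for the inflammation-induced list, -0.51 for miRNAs numbered 1000 or more and 2.07 for the Brca1-related miRNAs, and without EC replicate 1 it was 0.32 for let-7. Between Ito and Kupffer cells the median difference was 2.79 for miR-30 (1.51 without KT replicate 2), -0.34 for miRNAs numbered 1000 or more (2.73 after spike-in scaling, 0.33 after 75th percentile scaling, -1.01 without IC replicate 1) and 2.10 for the miRNAs the study names as lower (0.91 without KT replicate 2) (adjusted p = 0.742 with an estimated correlation). Leaving out 1 array brought the 7 lists of endothelial against Ito cells down to 2 (EC replicate 2, ET replicate 2, IC replicate 1 or IT replicate 1), the 12 of endothelial against Kupffer cells to 5 (ET replicate 2) and the 3 of Ito against Kupffer cells to 0 (5 of the 11 arrays).

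Arrays with the same label were about as unlike as arrays with different labels: the mean r was 0.664 within and 0.585 between groups, and the KC replicates 2 and 3 (r = 0.997) were nearly as close to KT replicate 1 (r = 0.991 and 0.993). The number of detected miRNAs as a covariate lowered the median residual SD by 11.5% (95% bootstrap interval over miRNAs 7.61 to 18.1), and with slide as a term the drop was -0.216% (-4.73 to 2.67), a slight rise, which argues against either as the whole cause. The most similar array had the same label for 8 of 22 arrays, more than the 1.92 that chance gives (one-sided permutation p = 0.00368) and more than 2.85 with labels permuted within slide (one-sided permutation p = 0.0162), and KC replicates 2 and 3 are 2 of the 8, while most arrays were nearer to another label. Mislabelled samples stay open, since no table says which array would belong where, and so does a biological difference between mice, which was not tested.

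TM replicates 1 and 2 carried little of the 2 tested miRNAs detected on all TP arrays and on no control array. Neither was detected on TM replicates 1 and 2, and both were on TM replicate 3. At most 0.147% of the TP signal of miR-31-5p and 15.1% of that of miR-149-5p was left on either array (midpoint 7.62%, against 41.8% on TM replicate 3). miR-149-5p was the dimmer on TP (mean signal 56.2 against 203), so its 15.1%, and with it the midpoint, rests on signal below detection. A partial admixture of liver cells therefore cannot be told apart from other causes with these 2 miRNAs. The most similar array of both was a liver cell array, with r = 0.968 for TM replicate 1 and r = 0.90 for TM replicate 2, which is consistent with a liver sample under the label TM. A metastasis sample that holds mostly liver cells would be expected to look alike, and neither was separated from the other.

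Most of the Sfmbt2 cluster, all but 3 of its 23 tested members, moved together between arrays with the same label, with mean levels of 5.67 to 8.95 on 15 arrays and 1.02 to 2.37 on the other 7. Its level did not follow the number of detected miRNAs of an array (Pearson r = 0.317, permutation p = 0.149, Spearman 0.163, permutation p = 0.468, and Pearson 0.324 without the 2 farthest arrays), which argues against the signal of each array. 5 miRNAs outside the cluster by name whose probes hold 4 consecutive CA repeats, miR-1187, miR-3082-5p, miR-32-3p, miR-574-5p and miR-672-5p, followed the cluster with a median r of 0.984, against -0.0502 for 214 miRNAs without the repeat, and within the 15 higher arrays alone the medians were 0.945 and 0.0341. A candidate explanation is shared probe sequence. However, only 6 of the 23 cluster members hold this repeat in their probes, with a median r of 0.979 against 0.98 for all 23. Most of the 25 miRNAs outside the cluster with r above 0.9 lack it too, among them the muscle miRNA miR-206-3p and the stem cell miRNA miR-294-3p. The repeat thus does not account for all of the pattern, inside the cluster or outside it. No biological explanation of this pattern was tested, and miR-1196-5p, lower in tumour cells, followed the cluster as well (r = 0.927).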

How the results depend on the processing

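Array filters, the covariate for detected miRNAs, the averaged KC replicates and the omission of TM replicates 1 and 2 were chosen after the data were seen, and the other alternatives were planned. None of the 8 calls of single miRNAs changed direction in the alternatives, while spike-in scaling turned the median of some lists, as given beside them. Ito counts, and counts for the mean effect, stayed at 0 in most alternatives, and Kupffer counts in 25 of 25. The count of miRNAs passing in all 3 cell types was 0 in 19 of 19. The Kupffer counts of 0 fixed this, so it says nothing on a shared change. For single miRNAs in tumour minus control, miR-31-5p kept its call in 32 of 35 alternatives, miR-139-5p in 30, miR-122-5p in 19, miR-574-3p in 18 of 34, miR-93-5p in 17, miR-1196-5p in 15 and miR-221-3p in 14, and miR-31-5p in metastasis minus primary tumour in 14 of 27. The cause of each change was not tested, apart from smaller counts of samples or miRNAs where an alternative removes them.

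The counts of miRNAs past the threshold are given as higher and lower, with 3 and 4 in tumour minus control and 0 and 1 in metastasis minus primary tumour in the reported analysis, and 0 elsewhere. Tumour minus control gave 1 and 0 with no normalization, with spike-in scaling and with the deposited table, 6 higher with the 75th percentile over miRNAs detected on all arrays, 11 higher with that over all miRNAs, 1 lower with the gene signal of the scanner software, 16 and 2 with normexp, 13 and 7 with no filter, 2 lower with a floor of 10, 1 and 2 with only the arrays compared, 0 and 0 with the test of the methods after Benjamini-Hochberg correction, 0 and 1 at the thresholds of the methods, 29 and 47 with array weights, 0 and 0 with slide as a block, 6 higher with the covariate, 1 and 2 without arrays of under 100 detected miRNAs, and 22 and 49 without TM replicates 1 and 2. Leaving out 1 array at a time gave 1 to 17 higher and 1 to 24 lower.

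Metastasis minus primary tumour gave 2 and 3 with the 75th percentile over all miRNAs, 2 lower with the gene signal, 13 lower with normexp, 9 lower with no filter, 2 lower with a floor of 10, 0 lower with only the arrays compared, with the test of the methods in both forms, with slide as a block, with the averaged KC replicates, with the covariate and without TM replicates 1 and 2, 54 and 22 with array weights, and 50 and 19 without arrays of under 100 detected miRNAs. Leaving out 1 array at a time gave 0 to 57 higher and 0 to 21 lower. With the replicate number as a paired block the count was 1 higher. The replicate numbers did not pair the arrays, since deviations of the same number correlated at -0.659 to 0.446.

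In endothelial cells the counts were 1 higher with the gene signal, 1 and 4 with no filter, and 0 to 5 higher and 0 to 5 lower without 1 array at a time. In Ito cells array weights gave 1 and 16. The mean effect gave 1 and 2 with no filter. The difference of the effect between endothelial and Ito cells gave 1 and 3 with no filter, and that between endothelial and Kupffer cells 1 and 3 with no filter and 1 higher with the gene signal. EC minus IC gave 1 lower with the gene signal and at the thresholds of the methods, 5 higher with no filter, 5 and 27 with array weights, and 0 to 1 lower without 1 array at a time. EC minus KC gave 1 lower with the gene signal, 6 higher with no filter, 7 and 46 with only the arrays compared, 5 and 11 with the test of the methods after correction, 6 lower at its thresholds and 33 and 75 with array weights. IC minus KC gave 2 higher with array weights. The array weights, 0.112 to 12.5, did not fully converge.

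Lists past the threshold fell to 0 with an estimated correlation in every comparison that had any, and to 0 with fry in all of them but tumour minus control and EC minus KC. Spike-in scaling gave 5 lists in endothelial cells (4 higher and 1 lower, against 7 and 2), 2 in Kupffer cells (2 higher and 0 lower, against 3 and 8 with the study-named miRNAs counted), 1 for the mean effect, 2 for endothelial against Kupffer and 0 for Ito against Kupffer cells, 3 for metastasis minus primary tumour, 4 in EC minus IC, 0 in EC minus KC and 2 in IC minus KC. The 75th percentile gave 1 in Ito cells, 2 for endothelial against Ito and 0 for Ito against Kupffer cells, 3 for metastasis minus primary tumour and 2 in IC minus KC.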

Other observations

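The single miRNAs named in this part were chosen after their values were seen. The splits of the arrays were written down before they were run.

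Some miRNAs that too few arrays detected for a test had higher values on the primary tumour arrays than on most others. The lowest level at which a tested miRNA was detected was 6.45 on TP replicate 1 and 5.73 on TP replicate 3. On these 2 arrays miR-34b-3p, miR-34c-5p, miR-183-5p and miR-182-5p lay below it, so their values rest largely on signals below detection. miR-34b-3p and miR-34c-5p, which p53 induces, stood at 5.33 to 6.26 and at 5.43 to 6.09 on the TP arrays, while the highest values on any other array were 3.92 and 3.71, and they were detected on 2 arrays and on 1. Their other arms were less clear, with miR-34b-5p at 4.58 to 5.14 on the TP arrays and 4.32 on IC replicate 3, and miR-34c-3p at 0.93, 5.02 and 0 on the TP arrays. miR-183-5p, a miRNA of epithelial cells, stood at 4.10, 5.05 and 4.17 on the TP arrays, at 3.66 on TM replicate 3 and at 0 on TM replicates 1 and 2, and was detected on 1 array. miR-182-5p of the same list stood at 2.49, 4.80 and 2.70 on the TP arrays and at 1.07 or less on any other array, and was detected on 1 array. The remaining epithelial miRNAs gave no such picture, with miR-200a-3p, miR-200b-3p, miR-200c-3p and miR-375-3p at 0.00 to 0.38 on the TP arrays and miR-96-5p at 4.35 to 5.14 there and 4.50 and 5.02 on the EC arrays. miR-210-3p, which rises with hypoxia, stood at 7.82, 7.19 and 5.69 on the TP arrays, at 7.39 on IC replicate 1, 6.18 on ET replicate 2 and 5.78 on TM replicate 3. The erythroid miRNA miR-451a varied within groups, with 1.34, 7.13 and 7.36 on the IT arrays, 6.92, 2.12 and 2.21 on the KC arrays and 6.16 on ET replicate 2. The hepatocyte list had 1 tested member, miR-122-5p, and the p53 and hypoxia list 1, miR-34a-5p (tumour minus control log2 fold change 1.25, SE 0.67, adjusted p = 0.295), while the epithelial and erythroid lists had 0 and the list of miRNAs the study names as higher 2. The lymphocyte list had medians of 0.88 in endothelial, 0.38 in Ito and 0.26 in Kupffer cells (-0.58 in the last after spike-in scaling), 1.72 in metastasis minus primary tumour and 0.04 in tumour minus control (-0.68 after spike-in scaling and -0.44 after 75th percentile scaling), and camera passed it in none of them (adjusted p = 0.361 to 0.936, and 0.504 to 0.957 with an estimated correlation).

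Other splits of the same arrays were counted, the real one included, for each comparison of groups with at least 3 arrays. In tumour minus control liver cells 2 of the 100 splits gave as many miRNAs past the threshold as the 7 of the real one, and the highest other split gave 13, so a chance split is excluded at 0.05 for this count. These splits exchange arrays across slides, so they say nothing on a difference between slides, and with slide as a block the count was 0. For its lists 45 of the 100 splits gave as many as the 3 of the real one, with up to 14 in another, so chance is not excluded and the split with 14 points to a structure among the arrays. In the mean of the TME effect 100 of the 100 splits gave at least the 0 of the real one, which any split must, so this count decides nothing. Its highest other split gave 31, and such a split points to a structure among the arrays, whose source was not tested. In metastasis minus primary tumour 1 of the 10 splits gave as many miRNAs as the real one, 1, with 0 in the highest other, and 10 of the 10 gave as many lists as the 1 of the real one, with up to 14, which also points to a structure among the arrays. In Ito cells 10 of the 10 splits gave at least the 0 of the real one, with 0 in the highest other. In IC minus KC 10 of the 10 gave at least the 0 miRNAs of the real one, with 1 in the highest other, and 10 of the 10 as many lists as the 1 of the real one, with up to 2. The 10 splits of these comparisons are too few for a share under 0.05.

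With the t-test and the thresholds of the methods, 0 miRNAs passed in the same direction in all 3 cell types, as with limma. At an unadjusted p under 0.05 there were 0 in all 3 as well. The 0 past these thresholds is lower than both counts quoted from the study above. The RT-PCR of the study was not re-analysed here. In Kupffer cells 0 miRNAs had an unadjusted p under 0.05 by this t-test, so they alone fixed both counts of 0 here. On the first principal component 6 of 8 TME arrays had a positive coordinate here. The study describes every TME sample as positive on its own component, whose sign is arbitrary.

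The spread between arrays set what could be seen. In arrays simulated with the residual SD of these data, changes of 4 log2 units were recovered in 47% of miRNAs for endothelial, 55.2% for Ito and 42.2% for Kupffer cells, and in 89% for tumour minus control, while changes of 2 were recovered in 7.5%, 9.75%, 9.5% and 36%. The simulated noise was independent between miRNAs, had the same SD on every array and met no floor. Changes of 1, 2, 4 and 6 log2 units were each given to 400 miRNAs over 20 simulated sets of 242. With so many changed miRNAs the corrected threshold is looser, so fewer would be recovered where few miRNAs change. The real arrays differed in spread (array weights 0.112 to 12.5), so these rates are a rough guide only.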
